A study of Mus musculus with 2 samples. Its data were reported in "DDX41 haploinsufficiency causes inefficient hematopoiesis under stress and cooperates with p53 mutations to cause hematologic malignancy" (2024).

How the data were processed

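LK cells were sorted from the bone marrow of 6 recipient mice 8 weeks after transplantation of Ddx41+/- or Ddx41+/+ marrow, 3 mice per genotype. Recipients of both genotypes were given tamoxifen in corn oil. The paper describes lethally irradiated recipients and a floxed Ddx41 allele, deleted after transplantation by tamoxifen through Rosa-CreERT2. How completely the allele was deleted was not measured here. The 3 mice of a genotype were stained with hashtag antibodies and loaded together on 1 10x Genomics lane, so each genotype is 1 capture. Per the submitters' processing notes the reads were assigned to genes, cells and hashtags with Cell Ranger on mm10; its version is not given in the sources used here. The authors deposited 1 filtered matrix of UMI counts per mouse, with 32285 genes and 3 hashtag features, and no count was altered before use here. The hashtag features were left out of library sizes and tests.

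Cells with 500 to 7500 detected genes and at most 5% mitochondrial UMIs were kept, the limits that the study gives. UMIs per cell were normalized with LogNormalize of Seurat 5.3.0 in R 4.3.3. From 2000 variable genes those of the cell cycle and histone lists were removed, which left 1951. Clusters were found with 30 principal components and the Louvain method at a resolution of 0.8, without integration of the captures, since this would also remove a difference between genotypes. A cluster took the name of a class when at least 3 markers of that class were among its 30 genes with the largest fold over the other cells, with no other class ahead of it among the first 10; clusters 4 and 5 failed this rule. Classes with at least 20 cells in every mouse were tested. Doublets were looked for with Scrublet as in scanpy 1.11.5, mouse by mouse, and its marks were used in an alternative only.

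UMIs were summed per mouse over all LK cells and over each class, so that the mouse was the replicate. Genes were tested with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F test, two-sided), with adjustment after Benjamini and Hochberg over the genes of a population and a threshold of 0.05. Errors of log2 fold changes are approximate standard errors, computed as the absolute log2 fold change over the square root of the F statistic. Levels are UMI counts per mouse scaled to 1e6 after TMM scaling (CPM), given as means over mice unless mice are listed. Levels in the figure of S100a9 and those of Gm49980, Xist and Ddx3y are scaled to the raw totals. The difference of the genotype effect between 2 classes was tested in edgeR with the mouse as a block. Shares of classes were compared by exact permutation of the 6 mice, for which 0.1 is the smallest p that 3 against 3 can give. DESeq2 1.42.0 was run on the same sums as an alternative.

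Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, and again with a correlation estimated from the data; adjustment was over 224 tests of lists and populations. The lists were p53 targets, immediate early and AP-1 genes, heat shock and chaperones, integrated stress and unfolded protein response, oxidative stress response, interferon response, NF-kB and innate sensing, ribosomal proteins, ribosome biogenesis, snoRNA host genes, translation factors, spliceosome, S phase, G2 and M phase, replication-dependent histones, mitochondrially encoded genes, nuclear respiratory chain, heme synthesis and erythroid genes, hemoglobins, mature neutrophil granules, immunoglobulins, sex chromosome genes and the genes named by the study, which by mistake included Ets1 and Ets2. Counts adjusted over the list alone use the p-values of that list only.

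The genes named in the text follow a rule, apart from those said to be chosen after their values were seen. Beside Ddx41 they are the 10 largest rises and 10 largest falls over all LK cells, and the 5 of each in a class, among genes past the threshold with a mean of at least 10 CPM and no overlap between the mice of the 2 genotypes. Hemoglobins, immunoglobulins, sex chromosome genes, mitochondrial genes and unnamed gene models are left out of this ranking. For each list the 4 genes with the smallest p were added, and all genes of the list named by the study. Some genes that meet the rule are not reported here. The lists, the rule, the filters, the tests of genes, lists, shares and differences between classes, and the alternatives except the one without chromosomes 11, 13 and 18 were fixed before the data were examined. The tests of explanations were chosen after. Gene positions are those of GENCODE M21 (GRCm38), in which 15881 of the 15888 genes tested in all LK cells were found.

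The alternatives were DESeq2 scaling within edgeR, the DESeq2 test, no filter on low counts, UMI sums thinned to the smallest of the 6 totals, all cells of the deposited matrices, Scrublet marks left out, a Louvain resolution of 0.4 or 1.2, clustering with cell cycle and histone genes kept, the mouse number as a block, and leaving out each mouse in turn. The tests were tried on simulated counts drawn from the means and totals of the real mice, with about 200 genes changed. At 2-fold, edgeR found 82.5% of the changed genes over all LK cells, at 1.5-fold 53.0% and at 1.25-fold 13.6%, and 11.1% of its calls were false, more than the nominal 5%; DESeq2 found 84.1%, 60.6% and 25.8% with 16.0% false. In granulocyte-biased cells edgeR found 83.3%, 73.1% and 45.5% with 10.7% false, in monocyte-biased cells 87.9%, 70.1% and 41.5% with 11.4% false, in megakaryocyte-erythrocyte-biased cells 80.0%, 51.5% and 19.7% with 14.7% false, and in stem and multipotent cells 81.3%, 59.7% and 25.8% with 9.17% false. The test of lists found the 1 lowered list and none of 20 unchanged lists. The simulated genes were drawn independently of each other, so this could not try lists whose genes vary together. The test between granulocyte-biased and monocyte-biased cells found 76.5% of 200 genes changed 2-fold with 14 false calls.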

Results

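The data described lineage-negative, Kit-positive (LK) bone marrow cells of 6 recipient mice, 3 carrying Ddx41+/- marrow and 3 carrying Ddx41+/+ marrow, 8 weeks after transplantation. Mice of both genotypes had been given tamoxifen, which deletes the floxed Ddx41 allele of the Ddx41+/- marrow. Each genotype was one 10x capture of 3 hashed mice, so capture and genotype could not be told apart in anything below. Per mouse there were 2994, 3215 and 3238 barcodes in Ddx41+/- mice and 2775, 2819 and 3020 in Ddx41+/+ mice, and the UMIs of genes summed to 44108570, 45110915 and 52098842 and to 57343351, 52812579 and 56178054. Cells with 500 to 7500 genes and at most 5% mitochondrial UMIs were kept, which left 2532, 2833 and 2780 Ddx41+/- cells and 2310, 2396 and 2591 Ddx41+/+ cells, 15442 of 18061. The median number of UMIs per kept cell was 15724 ± 1524 in Ddx41+/- mice and 20454 ± 1969 in Ddx41+/+ mice (mean ± SD, n = 3 mice each). Scrublet marked 57 of the kept cells (0.369%). This share is low, so doublets may remain, and how well the search worked was not tested. Its marks removed no cell from the main result.

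The cells fell into 20 clusters, and genes known for a lineage named most of them. Monocyte-biased cells (4010) carried Ly6c2, F13a1 and Klf4, and granulocyte-biased cells (1889) carried Elane, Gfi1 and Ms4a3. Megakaryocyte-erythrocyte-biased cells (3371) carried Pf4 and Itga2b, Car1 and Rhd, or Hba-a1 and Hbb-bs, and stem and multipotent cells (1997) carried Hlf, Mecom and Myct1. Smaller classes were basophils and mast cells with Prss34 and Mcpt8 (589), dendritic cells with Cd74 and Batf3 (377) and B cells with Ebf1 and Pax5 (353). Clusters 4 (1210 cells; Dntt, Flt3 and Cox6a2) and 5 (1166 cells; Cd34, Cebpe and Slc24a3) met no naming rule and were compared by number. These clusters and names were rebuilt here and can differ from those of the study.

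The targeted gene, Ddx41, was lower in each Ddx41+/- mouse than in any Ddx41+/+ mouse. Over all LK cells this RNA helicase stood at 31.3, 28.4 and 28.8 CPM in Ddx41+/- mice and at 52.4, 50.7 and 50.1 in Ddx41+/+ mice. This was 57.8% of the Ddx41+/+ level (log2 fold change −0.79 ± 0.05, edgeR adjusted p = 0.000193, n = 3 mice each). It fell in stem and multipotent cells to 51.9% (−0.95 ± 0.12, adjusted p = 0.00012) and in megakaryocyte-erythrocyte-biased cells to 53% (−0.91 ± 0.08, adjusted p = 0.000397). In monocyte-biased cells Ddx41 fell to 57.1% (−0.81 ± 0.05, adjusted p = 2.52e-06) and in granulocyte-biased cells to 60.7% (−0.72 ± 0.07, adjusted p = 4.6e-06). The gene lies on chromosome 13 (GRCm38, 55530410 to 55536658, minus strand) and has 17 exons, the last from 55530410 to 55530731 with the 3′ UTR up to 55530597. A 3′ tag counts the end of the transcript, and the deleted exons were not given, so the lower level shows less transcript and does not check the deletion itself. None of the other genes within 5 Mb of Ddx41 passed the test (0 of 82 tested in all LK cells).

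**Figure D1:**
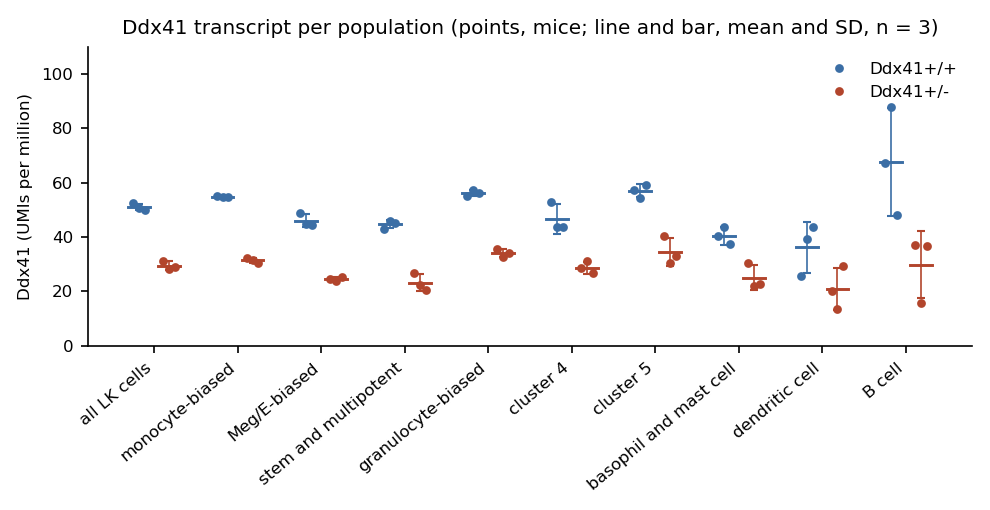
Ddx41 transcript in CPM in each tested population. Points are mice; lines and bars are the mean and SD of 3 mice.

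Over all LK cells the largest rise among named genes with a mean of at least 10 CPM was that of Selenom, a selenoprotein of the endoplasmic reticulum, at 41.2 against 6.49 CPM (log2 fold change 2.67 ± 0.14, edgeR adjusted p = 6.37e-05, n = 3 mice each). The unnamed gene model Gm49980, on chromosome 18 and chosen after its values were seen, stood at 49.5 against 0.389 CPM (edgeR adjusted p = 2.48e-07). Below that mean, and also chosen after their values were seen, Camk2b (11.9 to 12.5 against 0.189 to 0.584 CPM) and Nefh (12.1 to 15.3 against 0.662 to 1.73 CPM) were among the genes that rose more than Selenom. Pes1, a scaffold of large ribosomal subunit assembly, rose (0.57 ± 0.04, adjusted p = 0.000212), as did Gm2a, the activator of lysosomal ganglioside breakdown (0.81 ± 0.05), and Bin1, which bends membranes (0.72 ± 0.07). Myl10, a myosin light chain (0.83 ± 0.12), the zinc finger gene Zc3h6 (0.69 ± 0.11), the coiled-coil gene Ccdc122 (0.63 ± 0.07) and the carbohydrate kinase Fggy (0.61 ± 0.09) rose too. Emid1, a secreted matrix protein, fell (−1.36 ± 0.18), and so did Lyrm7, an assembly factor of respiratory complex III (−0.84 ± 0.07), Stard4, which moves cholesterol (−0.66 ± 0.08), and C77080 (−0.86 ± 0.11). Hist1h2ap, the most abundant of the histone transcripts that fell, dropped from 306 to 194 CPM (−0.66 ± 0.04). Cd14, the co-receptor for lipopolysaccharide, fell (−1.36 ± 0.13), as did Hmox1, which breaks down heme (−1.17 ± 0.17). Hmox1 was also a top gene of the macrophage cluster, which made up 0.0607% of Ddx41+/- and 0.219% of Ddx41+/+ LK cells.

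Markers of lineage moved with the genotype beside these genes. The pre-B receptor genes Vpreb1 (1.08 ± 0.14, edgeR adjusted p = 0.0116) and Cd79a (0.97 ± 0.16, adjusted p = 0.0305) rose over all LK cells. B cells made up 2.98% of Ddx41+/- and 1.53% of Ddx41+/+ LK cells (exact p = 0.1). Within the B cell class Cd79a did not pass (0.01 ± 0.09, edgeR adjusted p = 0.987). The basophil genes Prss34, a granule protease (−1.34 ± 0.22), and Fcer1a, the chain of the IgE receptor that binds IgE (−1.16 ± 0.14), fell. Basophils and mast cells made up 3.24% and 4.44% (exact p = 0.2). Of 15888 genes tested with edgeR, 138 passed at a false discovery rate of 5% (69 up, 69 down), 127 of them beyond a log2 size of 0.25. DESeq2 called 480, and leaving out 1 mouse gave 62 (without Ddx41+/- mouse 2) to 252 (without Ddx41+/+ mouse 1). Many of the genes with large changes lay together on chromosome 11: Selenom, Pes1, Emid1, Gm2a and Lyrm7 were among 30 genes of that chromosome that passed out of 1254 tested, where 10.8 were due (Fisher's exact test, adjusted p = 1.31e-05). Camk2b and Nefh also lay in a run of genes past the threshold on that chromosome. Bin1, Stard4 and Cd14 lay in such a run on chromosome 18, as did Ctnna1 and Pkd2l2, named below.

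**Figure D2:**
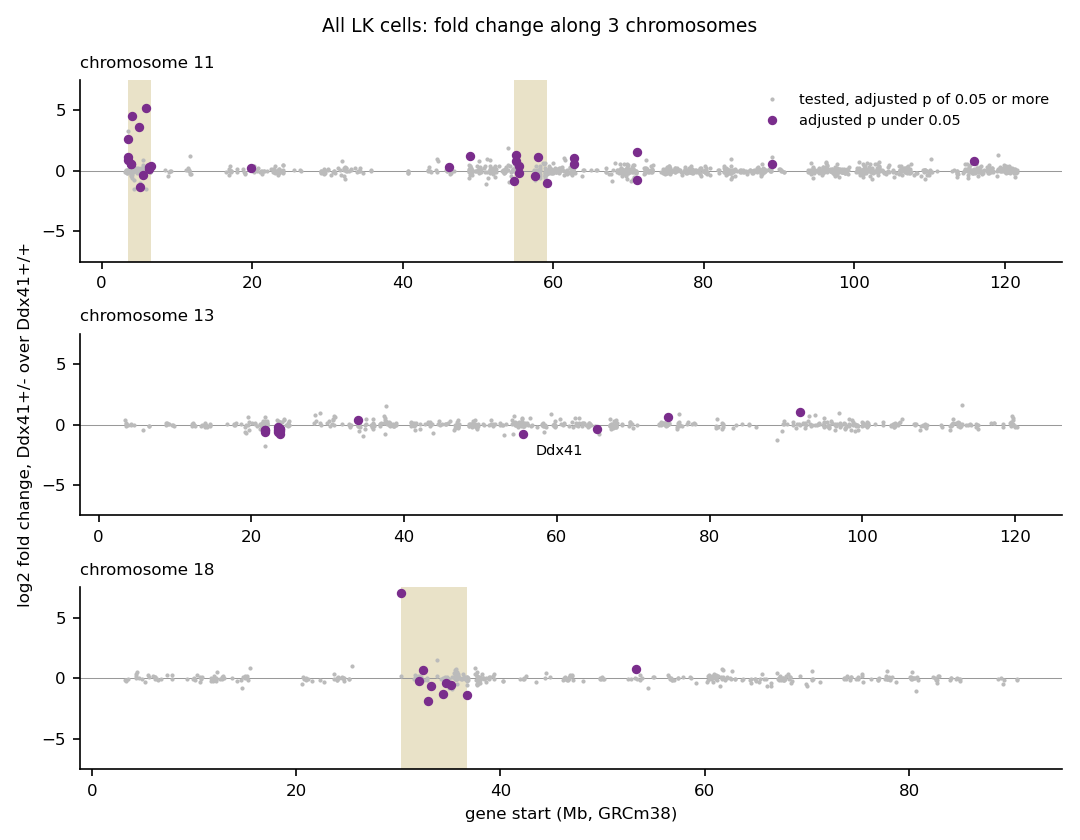
Log2 fold change of each tested gene along chromosomes 11, 13 and 18 in all LK cells. Shaded spans hold 4 or more genes past the threshold with gaps of at most 2.5 Mb, histones not counted.

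Among the fixed gene lists, heat shock genes and histones held most of the genes that fell over all LK cells. In the heat shock and chaperone list 2 of 20 genes fell, Hsph1, a nucleotide exchange factor for HSP70 (−0.61 ± 0.10, edgeR adjusted p = 0.0332), and Dnajb1, an HSP70 co-chaperone (−0.34 ± 0.04, adjusted p = 0.00693). In all, 12 fell when adjusted over the list alone. The list was lower as a whole (median log2 fold change −0.33, camera adjusted p = 5.5e-12; adjusted p = 0.207 with an estimated correlation). Of 60 replication-dependent histones 13 fell, among them Hist1h2ab (−0.78 ± 0.05), Hist1h2af (−0.64 ± 0.06) and Hist1h2ae (−0.46 ± 0.04). In all, 21 fell and 3 rose when adjusted over the list alone (camera adjusted p = 1.4e-13; adjusted p = 0.217 with an estimated correlation). The paper describes reverse transcription of poly-A RNA, and how well this captures histone transcripts was not tested, here or in the classes. Ribosome biogenesis had 1 of 58 genes up, Pes1 (adjusted p = 0.0977), and ribosomal proteins did not pass as a list (adjusted p = 0.372). Hosts of snoRNAs had none of 18 genes past the threshold, though 6 rose and 1 fell when adjusted over the list alone (adjusted p = 0.00296; adjusted p = 0.684 with an estimated correlation). In the list of G2 and M phase, Hjurp, the chaperone of the centromeric histone, was the only one of 52 genes to fall (−0.20 ± 0.04; camera adjusted p = 0.000723; adjusted p = 0.822 with an estimated correlation).

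Few genes of the stress, sensing and energy lists passed over all LK cells. None of 30 p53 targets passed (adjusted p = 0.910), and none of 20 immediate early and AP-1 genes did (median −0.18, camera adjusted p = 0.0272; adjusted p = 0.835 with an estimated correlation). Integrated stress and unfolded protein response genes had 0 of 25 past the threshold and 3 down when adjusted over the list alone (camera adjusted p = 0.0391; adjusted p = 0.567 with an estimated correlation). The oxidative stress list had 1 of 16 down, Hmox1, also a macrophage marker (adjusted p = 0.226), the list of NF-kB and innate sensing 1 of 24 down, Cd14 (adjusted p = 0.539), and the interferon response 0 of 32 (adjusted p = 0.395). Cd14 lay in a run of genes past the threshold on chromosome 18. No gene passed among 35 translation factors (adjusted p = 0.810), 52 spliceosome genes (adjusted p = 0.599), 46 S phase genes (adjusted p = 0.864) or 79 nuclear respiratory chain genes (adjusted p = 0.208). Of 13 mitochondrially encoded genes mt-Nd3, a subunit of complex I, fell (−0.21 ± 0.03; list adjusted p = 0.208).

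Transcripts typical of other blood cells were also lower over all LK cells without any large group of them passing gene by gene. Mature neutrophil granules were lower as a list (0 of 10, median −1.84, camera adjusted p = 0.0225; adjusted p = 0.798 with an estimated correlation). Without Ddx41+/+ mouse 2 the direction turned (median 0.15, adjusted p = 0.799). Hemoglobins (0 of 4, median −0.69, adjusted p = 0.0229; adjusted p = 0.653 with an estimated correlation) and heme synthesis and erythroid genes (0 of 28, adjusted p = 0.00438; adjusted p = 0.833 with an estimated correlation) were lower as lists. Among 10 immunoglobulins Iglc3, a lambda light chain, fell (−1.22 ± 0.17; list adjusted p = 0.000187; adjusted p = 0.352 with an estimated correlation). None of the 6 sex chromosome genes passed (list adjusted p = 0.999).

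A list of 9 genes held those named by the study, which are not independent evidence, and Ets1 and Ets2, which its text does not name. None of them passed over all LK cells. They were Cdkn1a, the p53-responsive cell cycle inhibitor (0.29 ± 0.08, edgeR adjusted p = 0.125), and the inducible HSP70 genes Hspa1a (−1.82 ± 0.51, adjusted p = 0.134) and Hspa1b (−1.45 ± 0.47, adjusted p = 0.175). The others were the AP-1 genes Jun (−0.40 ± 0.14) and Fos (−0.42 ± 0.27), Tnfaip3, a brake on NF-kB (−0.51 ± 0.22), the inflammasome sensor Nlrp3 (0.24 ± 0.12), and the transcription factors Ets1 (−0.17 ± 0.14) and Ets2 (−0.11 ± 0.10). As a list they gave a camera adjusted p = 0.0694. The study described Fos, Jun, Hspa1a, Hspa1b and Cdkn1a as activated in Ddx41+/- cells of another population, CD71+ Ter119+ erythroid progenitors, by bulk RNA-seq. Among these, Cdkn1a was higher here and the others lower, without passing over all LK cells. Of the 115 list tests in the 5 populations described here 49 passed with the preset correlation of camera and 0 with an estimated one. The other 9 divisions of the 6 mice into 3 and 3 gave 26 to 54 such passes, so the list tests carry less weight than the genes.

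**Figure D3:**
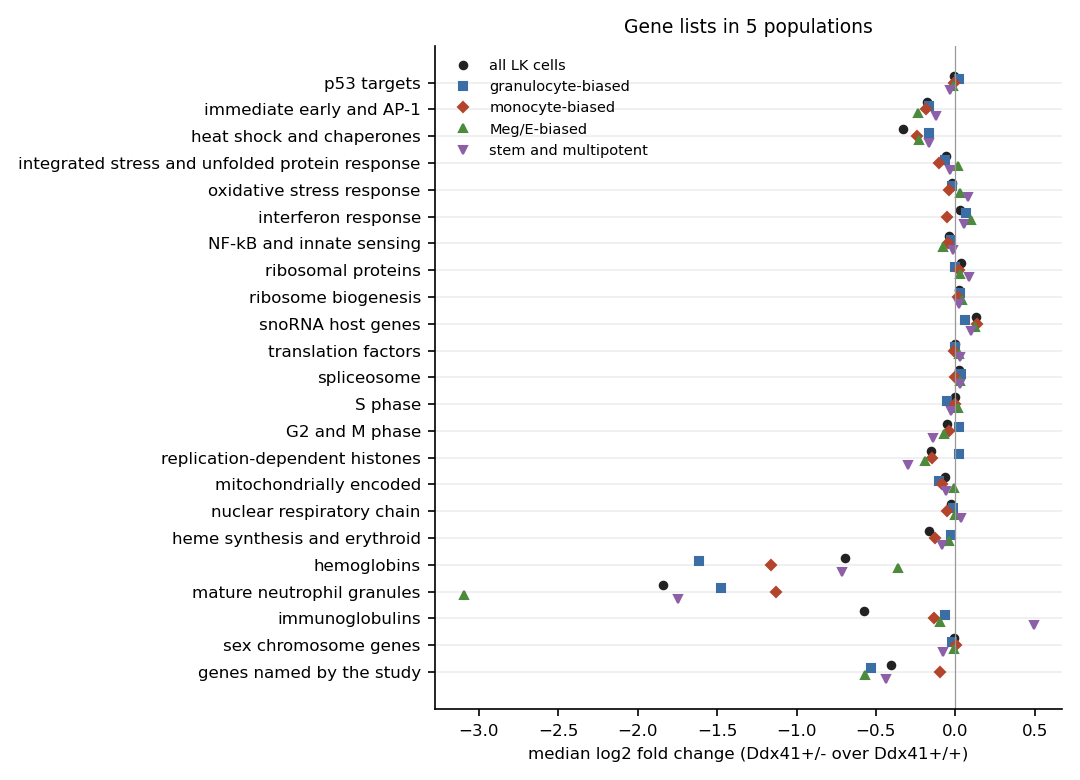
Median log2 fold change of the measured genes of each fixed list in 5 populations. Negative values are lower in Ddx41+/- mice.

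In granulocyte-biased cells Selenom rose from 9.20 to 99.3 CPM (log2 fold change 3.45 ± 0.16, edgeR adjusted p = 9.8e-12, n = 3 mice each). Gm2a (1.32 ± 0.10), Bin1 (0.85 ± 0.08) and Btbd11, a BTB-domain gene (0.67 ± 0.14), rose with it. Ifitm1, an interferon-induced membrane protein, rose (0.86 ± 0.20, adjusted p = 0.0241). Emid1 fell (−2.10 ± 0.14), as did Ctnna1, the alpha-catenin of cell junctions (−0.96 ± 0.10), Lyrm7 (−0.88 ± 0.13) and Exoc3l2, a relative of exocyst subunits (−0.82 ± 0.13). Cd14 fell (−1.20 ± 0.20). The AP-1 gene Jun, which the study described as activated in erythroid progenitors, fell here from 112 to 79.2 CPM (−0.50 ± 0.10, edgeR adjusted p = 0.00683). Of 11684 genes tested 206 passed (96 up, 110 down), 163 of them beyond a log2 size of 0.25. DESeq2 called 99, and leaving out 1 mouse gave 93 (without Ddx41+/- mouse 2) to 280 (without Ddx41+/+ mouse 1).

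Of 19 heat shock genes measured in granulocyte-biased cells 4 fell: Dnaja1, an HSP70 co-chaperone (−0.32 ± 0.06), Chordc1, an HSP90 partner (−0.29 ± 0.06), Hsph1 (−0.48 ± 0.11) and the constitutive Hspa8 (−0.37 ± 0.09). In all, 10 fell when adjusted over the list alone (median −0.16, camera adjusted p = 5.79e-08; adjusted p = 0.195 with an estimated correlation). Of 22 unfolded protein response genes 3 fell, Herpud1, which serves the disposal of misfolded proteins (−0.53 ± 0.09), the luminal chaperone Hspa5 (−0.26 ± 0.05) and its co-chaperone Dnajb9 (−0.42 ± 0.09) (list adjusted p = 0.00527; adjusted p = 0.246 with an estimated correlation). In ribosome biogenesis 3 of 58 rose, Pes1 (0.55 ± 0.07), Nhp2, of box H/ACA particles (0.23 ± 0.05), and Mybbp1a, of the nucleolus (0.23 ± 0.06) (adjusted p = 0.00669; adjusted p = 0.604 with an estimated correlation). All 3 lay in runs of genes past the threshold on chromosome 11. Ifitm1 and Ifitm2 (0.17 ± 0.04) were the 2 of 26 interferon response genes that rose (adjusted p = 0.217), and 2 of 52 spliceosome genes rose, Prpf19 (0.28 ± 0.06) and Srsf5 (0.24 ± 0.06) (adjusted p = 0.134). Slbp, which binds the stem-loop of histone mRNA (−0.27 ± 0.06), and the chromatin ATPase Atad2 (−0.19 ± 0.05) fell among 46 S phase genes (adjusted p = 0.0199; adjusted p = 0.669 with an estimated correlation). Hist1h1b (−0.43 ± 0.08) and Hist1h2ap (−0.54 ± 0.05) were among 4 histones that fell (adjusted p = 0.25).

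Some neutrophil granule genes and hemoglobins, which mark maturing neutrophils and erythroid cells, fell in granulocyte-biased cells in the same comparison. Ngp (−2.82 ± 0.45), Camp, a cathelicidin (−2.09 ± 0.46), S100a9, a subunit of calprotectin (−1.47 ± 0.27), and Chil3 (−1.66 ± 0.33) were the 4 of 7 granule genes that fell (camera adjusted p = 2.22e-06; adjusted p = 0.327 with an estimated correlation). Ddx41+/+ mouse 2, which held 53 of the 62 maturing neutrophils of its capture, stood apart from mouse 1 in Camp (58.1 against 6.73 CPM) and Ngp (21.2 against 3.77). Camp and Chil3 overlapped between the genotypes, and without Ddx41+/+ mouse 2 neither passed (adjusted p = 0.108 and 0.0635), while Ngp (−2.20 ± 0.39) and S100a9 (−0.88 ± 0.17) did. Hba-a2 (−2.47 ± 0.45), Hbb-bs (−1.45 ± 0.27) and Hba-a1 (−1.32 ± 0.29) were the 3 hemoglobins that fell (median −1.61, adjusted p = 4.66e-09; adjusted p = 0.148 with an estimated correlation), and the antibody heavy chain Ighm fell (−1.04 ± 0.14).

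In monocyte-biased cells Selenom rose again (log2 fold change 2.72 ± 0.14, edgeR adjusted p = 2.84e-07, n = 3 mice each), with the sorting nexin Snx24 (1.14 ± 0.18), Bin1 (0.83 ± 0.06) and the neurabin gene Ppp1r9a (0.79 ± 0.17). Cirbp, an RNA-binding protein induced by cold, rose from 56.8 to 93.1 CPM (0.70 ± 0.11, adjusted p = 0.00644). The heat shock gene Hspa1a, which the study described as activated in erythroid progenitors, fell here from 142 to 41.1 CPM (−1.81 ± 0.38, edgeR adjusted p = 0.0269). Exoc3l2 (−0.84 ± 0.11), Lyrm7 (−0.83 ± 0.09) and Cd14 (−1.16 ± 0.15) fell, and Tnf, the cytokine, rose (0.35 ± 0.08, adjusted p = 0.0352). Of 12884 genes tested 325 passed (155 up, 170 down), 246 of them beyond a log2 size of 0.25. DESeq2 called 288, and leaving out 1 mouse gave 120 (without Ddx41+/- mouse 2) to 545 (without Ddx41+/+ mouse 1).

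Some chaperones of the cytosol and of the endoplasmic reticulum fell in monocyte-biased cells. Of 19 heat shock genes measured 7 fell, with Hsph1 (−0.71 ± 0.10), Dnajb1 (−0.41 ± 0.07) and Dnaja1 (−0.40 ± 0.08) beside Hspa1a, and 16 when adjusted over the list alone (median −0.24, camera adjusted p = 2.52e-12; adjusted p = 0.195 with an estimated correlation). Of 23 unfolded protein response genes 5 fell, among them Hspa5 (−0.37 ± 0.06), Herpud1 (−0.55 ± 0.10), the disulfide isomerase Pdia4 (−0.23 ± 0.05) and Sdf2l1 (−0.18 ± 0.04) (adjusted p = 1.6e-05; adjusted p = 0.195 with an estimated correlation). Of 79 nuclear respiratory chain genes 8 fell, with the complex III subunits Uqcrq (−0.22 ± 0.03) and Uqcr10 (−0.21 ± 0.04) and the complex IV subunit Cox7c (−0.17 ± 0.03) (camera adjusted p = 0.000131, and adjusted p = 0.774 with an estimated correlation). Uqcrq and Uqcr10 lay in runs of genes past the threshold on chromosome 11. Of 59 histones 12 fell, with Hist1h2ap (−0.65 ± 0.06) and Hist1h2ab (−0.74 ± 0.09) (adjusted p = 2.69e-09; adjusted p = 0.353 with an estimated correlation). Pes1 rose (0.63 ± 0.05) as the only 1 of 58 biogenesis genes (adjusted p = 0.041; adjusted p = 0.892 with an estimated correlation). Of snoRNA hosts 3 of 18 rose, with Snhg5 (0.28 ± 0.06) and Zfas1 (0.22 ± 0.05) (adjusted p = 0.000699; adjusted p = 0.42 with an estimated correlation). None of 28 p53 targets passed (adjusted p = 0.999).

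Some granule, erythroid and hemoglobin transcripts fell in monocyte-biased cells too. S100a9 went from 16.5 to 4.44 CPM (−1.89 ± 0.10, edgeR adjusted p = 2.84e-07) and its partner S100a8 from 30.8 to 17.7 (−0.79 ± 0.12). With Ngp (−2.02 ± 0.23), Camp (−1.64 ± 0.20) and Chil3 (−1.99 ± 0.25) they were the 5 of 10 granule genes that fell (median −1.13, camera adjusted p = 3.92e-14; adjusted p = 0.148 with an estimated correlation). The carbonic anhydrases of red cells Car1 (−0.76 ± 0.10) and Car2 (−0.65 ± 0.14) fell, and so did Hbb-bs (−1.15 ± 0.18) and Hba-a1 (−1.17 ± 0.21). Each of the 3 Ddx41+/+ mice held S100a9 in monocyte-biased cells at 16.4, 16.6 and 16.5 CPM, although maturing neutrophils numbered 53 cells in mouse 2 out of 62 in that capture.

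**Figure D4:**
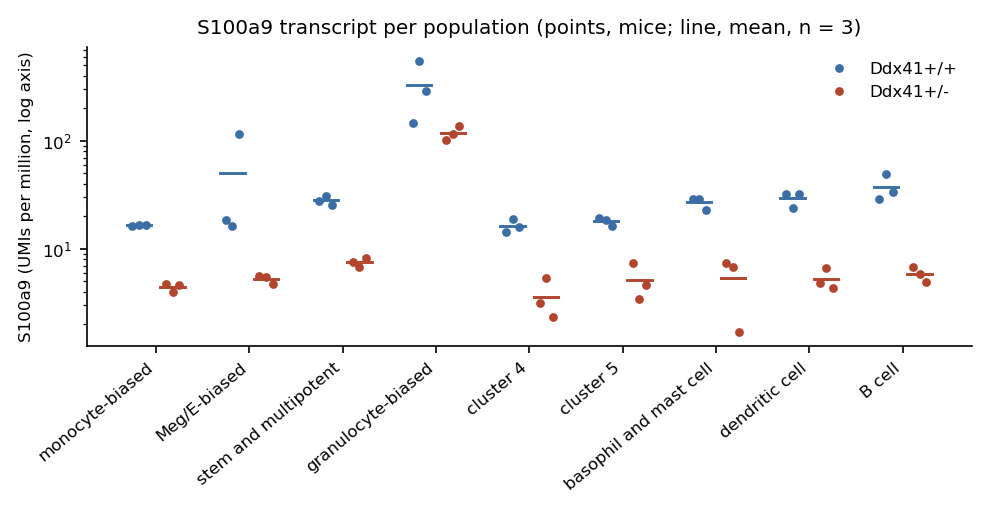
S100a9 transcript in CPM in each tested class on a log axis. Points are mice; lines are means of 3 mice.

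In megakaryocyte-erythrocyte-biased cells Nefh, a neurofilament gene of neurons, rose from 3.07 to 42.4 CPM (log2 fold change 3.84 ± 0.28, edgeR adjusted p = 0.000105, n = 3 mice each). Cyfip2, a regulator of actin branching (0.97 ± 0.10), Zc3h6 (0.77 ± 0.12), the protease inhibitor Serpinb6a (0.62 ± 0.10) and the copper chaperone Atox1 (0.61 ± 0.06) rose as well, as did Pes1 (0.57 ± 0.07). The histones Hist1h2ab (−1.04 ± 0.10), Hist1h2ap (−0.73 ± 0.08) and Hist1h4d (−0.55 ± 0.09) fell, with Lyrm7 (−0.78 ± 0.10). Of 12322 genes tested 40 passed (18 up, 22 down), and all 40 were beyond a log2 size of 0.25. DESeq2 called 75, and leaving out 1 mouse gave 17 (without Ddx41+/+ mouse 2) to 64 (without Ddx41+/- mouse 1).

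Histones were the only list with more than 1 gene past the threshold in megakaryocyte-erythrocyte-biased cells, with 4 of 56 down and 13 when adjusted over the list alone (median −0.19, camera adjusted p = 7.08e-15; adjusted p = 0.246 with an estimated correlation). None of 19 heat shock genes passed, though 10 were lower when adjusted over the list alone (median −0.23, adjusted p = 7.66e-10; adjusted p = 0.15 with an estimated correlation). Hspa1a stood at 16.2 against 57.8 CPM (−1.88 ± 0.42, edgeR adjusted p = 0.129). Neither the 28 heme synthesis and erythroid genes (adjusted p = 0.184) nor the 25 p53 targets (adjusted p = 0.740) held a gene past the threshold. The 4 hemoglobins did not pass gene by gene either (median −0.36, camera adjusted p = 0.0119; adjusted p = 0.591 with an estimated correlation). Of 7 granule genes 0 passed, and 6 were lower when adjusted over the list alone (median −3.10, adjusted p = 1.14e-08; adjusted p = 0.352 with an estimated correlation). Ddx41+/+ mouse 3 carried much of this size, and without it the median was −1.45.

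In stem and multipotent cells Camk2b, a calcium-dependent kinase of neurons, had 237 UMIs in Ddx41+/- mice and 2 in Ddx41+/+ mice (edgeR adjusted p = 7.35e-10, n = 3 mice each). Scaled to depth this was a ratio of 126, with a counting interval of 34.4 to 1045. Nefh (log2 fold change 2.78 ± 0.21), Gm2a (1.64 ± 0.12), Selenom (1.57 ± 0.20) and Fam169b (1.05 ± 0.25) rose, and Cirbp, induced by cold and singled out here after its values were seen, went from 91.1 to 176 CPM (0.99 ± 0.12). The inducible heat shock genes Hspa1a (−1.96 ± 0.33, edgeR adjusted p = 0.00337) and Hspa1b (−2.17 ± 0.43, edgeR adjusted p = 0.0135) fell, while the study described both as activated in erythroid progenitors. In RNA-seq of LSK cells, a sorted stem and progenitor population, the study described enrichment of cellular stress pathways and read it as activation. Its text names neither gene there. Pkd2l2, a polycystin-like channel (−1.53 ± 0.24), and Klf6, an immediate early transcription factor (−0.79 ± 0.18), fell as well. Xpc, a p53 target that senses DNA damage, rose (0.33 ± 0.07, adjusted p = 0.02) as the only 1 of 24 p53 targets (list adjusted p = 0.563). Of 11439 genes tested 164 passed (81 up, 83 down), 142 of them beyond a log2 size of 0.25. DESeq2 called 88, and leaving out 1 mouse gave 65 (without Ddx41+/- mouse 3) to 162 (without Ddx41+/- mouse 2).

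Some ribosomal protein genes rose by small amounts in stem and multipotent cells, and a few genes of cell division fell. Of 83 ribosomal protein genes 19 rose and 1 fell; those that rose included Rps3 (0.18 ± 0.04), Rps27a (0.17 ± 0.03) and Rpl21 (0.17 ± 0.03). Adjusted over the list alone 40 rose and 1 fell (median 0.09, camera adjusted p = 5.99e-14; adjusted p = 0.591 with an estimated correlation). Of 52 genes of G2 and M phase 3 fell, the mitotic kinase Aurka (−0.57 ± 0.13), the spindle motor Kif11 (−0.41 ± 0.09) and the proliferation marker Mki67 (−0.33 ± 0.08) (median −0.14, adjusted p = 1.29e-07; adjusted p = 0.567 with an estimated correlation). Of 55 histones 10 fell, with Hist1h2ap (−0.75 ± 0.08) and Hist1h4d (−0.66 ± 0.07) (adjusted p = 1.77e-17; adjusted p = 0.352 with an estimated correlation). The 4 heat shock genes that fell included Hsph1 (−0.96 ± 0.13) and Chordc1 (−0.47 ± 0.10) beside the HSP70 genes (adjusted p = 4.82e-12; adjusted p = 0.195 with an estimated correlation). Granule genes fell here too, 4 of 5, with S100a9 (−1.88 ± 0.16), S100a8 (−1.16 ± 0.18), Camp (−1.77 ± 0.30) and Ngp (−1.74 ± 0.35) (adjusted p = 9.78e-16; adjusted p = 0.148 with an estimated correlation). The red cell gene Car2 fell (−0.37 ± 0.07), and the antibody heavy chain Igha rose (1.05 ± 0.24).

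The effect of the genotype differed between classes for few genes, and those given here were chosen after their values were seen. Gm2a rose less in monocyte-biased than in granulocyte-biased cells (difference of log2 fold changes −0.78 ± 0.10, edgeR adjusted p = 0.000166), and Ighm differed the other way (0.91 ± 0.12, adjusted p = 0.000166), with 5 of 13024 genes past the threshold in that comparison. Between megakaryocyte-erythrocyte-biased and granulocyte-biased cells 12 of 12635 genes differed, among them the myeloid transcription factor Cebpb (0.79 ± 0.11) and Selenom (−2.25 ± 0.37). Elane (0.55 ± 0.05), a marker of granulocyte-biased cells, had the smallest p there, and Prtn3 (0.46 ± 0.06), another such marker, differed too. Between megakaryocyte-erythrocyte-biased and monocyte-biased cells 24 of 13709 differed, with Car1 (0.79 ± 0.11), Cyfip2 (0.81 ± 0.11) and Emid1 (1.44 ± 0.24). Car1 was a leading gene of a megakaryocyte-erythrocyte-biased cluster and Ighm of the plasma cell cluster. Car1 fell in monocyte-biased cells, as Hba-a1 did (−1.17 ± 0.21), which did not pass in megakaryocyte-erythrocyte-biased cells (−0.23 ± 0.21). Whether RNA of other cells makes such differences was not tested. A difference in the fall of Ddx41 did not pass in these 3 comparisons (adjusted p = 0.971, 0.815 and 0.920), and stem and multipotent cells were not compared with other classes.

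With 3 against 3 mice the exact test of shares could not give a p under 0.1, so no class could pass and a difference was not excluded. Granulocyte-biased cells made up 12.1 ± 1.08% of the LK cells of Ddx41+/- mice and 12.4 ± 0.562% of those of Ddx41+/+ mice (mean ± SD, n = 3 mice each; exact permutation p = 0.8). Megakaryocyte-erythrocyte-biased cells made up 20.8 ± 2.63% and 22.8 ± 2.34% (exact p = 0.4). Monocyte-biased cells made up 25.8 ± 0.616% and 26.3 ± 5.06% (exact p = 0.7). Stem and multipotent cells stood at 13.5 ± 2.47% and 12.2 ± 1.10% (exact p = 0.6). Cluster 4 (8.62% and 6.92%), B cells and the rare macrophages (0.0607% and 0.219%) were separated between the genotypes at an exact p = 0.1. The smallest p after adjustment over the 14 classes was 0.467.

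**Figure D5:**
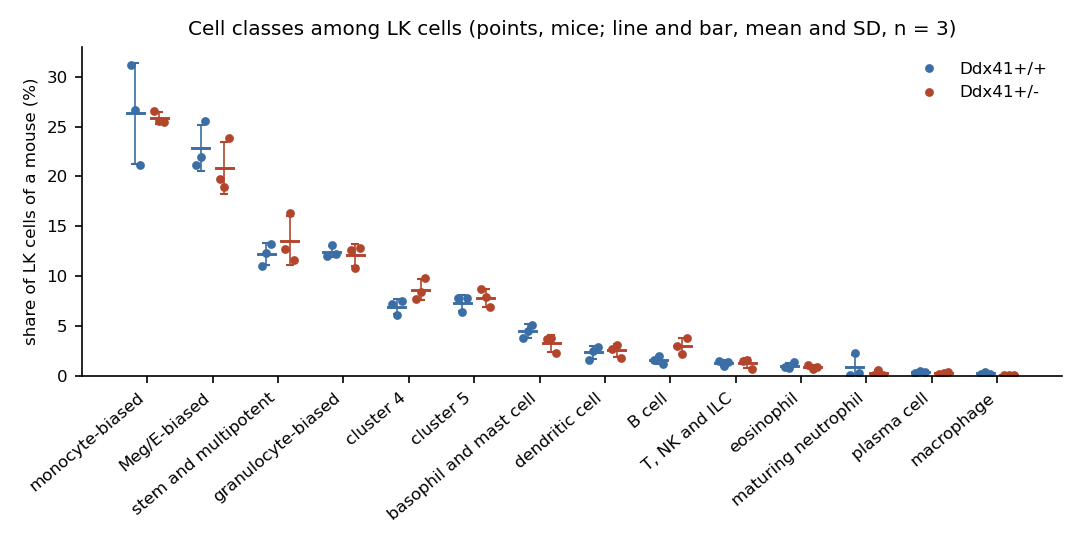
Share of each class among the LK cells of a mouse. Points are mice; lines and bars are the mean and SD of 3 mice.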

Values the study reported

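In the article, single-cell sequencing covered about 2500 LK cells, with 3 mice per genotype. It described no significant change in the abundance of any cluster, with a trend towards more granulocyte-biased and fewer megakaryocyte-erythrocyte-biased progenitors. No gene changed significantly (log2 fold change above 0.25) within any population, and Ddx41 was reduced without meeting the threshold in any cluster. In bulk RNA-seq of LSK cells the study described significant changes in 1366 genes. Its pathway analysis of these cells described enrichment of cellular stress and of innate immune signaling. In bulk RNA-seq of CD71+ Ter119+ erythroid progenitors it described Fos, Jun, Hspa1a, Hspa1b and Cdkn1a as activated in Ddx41+/- cells.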

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

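The tests of position, depth, class shares, capture, free RNA and other divisions of the mice in this part were chosen only after the results were seen, while the tests of a difference between classes were planned.

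The effect of the genotype differed between classes, by a test of the difference itself, for 5 genes between granulocyte-biased and monocyte-biased cells, 12 between granulocyte-biased and megakaryocyte-erythrocyte-biased cells and 24 between monocyte-biased and megakaryocyte-erythrocyte-biased cells. As a difference of log2 fold changes, Gm2a (−0.78) and Ighm (0.91) differed between monocyte-biased and granulocyte-biased cells. Megakaryocyte-erythrocyte-biased cells differed from granulocyte-biased cells in Cyfip2 (0.66) and Selenom (−2.25), and from monocyte-biased cells in Car1 (0.79), Cyfip2 (0.81), Emid1 (1.44), Gm2a (1.43) and Pkd2l2 (1.35). Car1 and Ighm were leading genes of erythroid and plasma cell clusters, and a part of RNA from such cells in their differences was not tested. The 6 mice allow 10 divisions into 3 and 3, too few for a share under 0.05. Another division gave as many as 5, 4 and 11 such genes, and 2, 1 and 1 of the 10 divisions, the real one included, gave as many as the real one.

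Genes past the threshold over all LK cells lay in runs along chromosomes: 48 of 123, with histones and Ddx41 left out, had another within 1 Mb, and runs lay on chromosome 11 from 3452365 to 6596744 (13 of 64 tested genes) and from 54826866 to 59202385 (8 of 44) and on chromosome 18 from 30267249 to 36726798 (9 of 78). The middle 95% of 10000 random draws of genes ended at 33 (permutation p = 0.0001, the smallest the draws can give), so these genes lay closer together than random ones. That a handling difference between the 10x captures would scatter calls at random was assumed and not tested, so this count does not decide on it. The runs, counted without histones, lie on other chromosomes than Ddx41, so a segment around the targeted allele cannot hold them. This does not cover the histones that fell, which were left out of the runs. Of other genes past the threshold 0 lay within 5 Mb of Ddx41. Linked strain or donor variants that differ between the marrow donors of the genotypes cannot be told apart from an effect of the genotype, since the count of 48 is the pattern itself and no sequence was read. The paper gives the same strain background for all its mouse strains. The count passed the random range in megakaryocyte-erythrocyte-biased cells (14 of 35, range to 6) and in stem and multipotent cells (66 of 153, range to 48), and did not in granulocyte-biased (67 of 200, range to 72) or monocyte-biased cells (127 of 309, range to 138). An effect of Ddx41 on genes in the runs stays open and was not tested; without chromosomes 11, 13 and 18, an alternative chosen after seeing the data, 42 genes passed over all LK cells.

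Heat shock and chaperone transcripts were lower, with 7 genes of the list down in monocyte-biased cells. A difference in depth between the captures was tried by thinning sums to one total, after which 7 genes passed (median log2 fold change −0.22). The sums of this class already overlapped, at 14488798 to 15887213 UMIs in Ddx41+/- mice and 14429056 to 21292066 in Ddx41+/+ mice. Thinning sums does not change the depth per cell, so this cannot exclude a difference in depth. A shift in the shares of the cell classes would leave single classes without such genes, and 3 of the 4 main classes held one. This covers the shares of whole classes only. Most of these classes join several clusters, and a shift between clusters within a class was not tested. A handling difference between the 10x captures, such as the time or temperature before lysis, cannot be told apart from the genotype, since there was 1 capture per genotype. In monocyte-biased cells the cold-induced genes Cirbp (0.70 ± 0.11) and Rbm3 (0.30 ± 0.05, adjusted p = 0.0117, edgeR), the latter chosen after its values were seen, rose beside these falls, and an effect of Ddx41 on the heat shock response stays open as untested biology.

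Neutrophil granule transcripts were lower in monocyte-biased and in stem and multipotent cells, in 9 pairs of gene and class, with S100a9, S100a8, Ngp and Camp in both. Neutrophils of the same mouse among the cells of the class would make mouse 2 of the Ddx41+/+ mice stand out, which held 25.5 times the share of maturing neutrophils of mouse 1, and over all 15 tested pairs, lower or not, the median level in mouse 2 was 1.13 times that in mouse 1 and the largest 1.52 times, which argues against them in these classes. Free RNA shared within a capture is a candidate explanation in these classes only. Over the same pairs the highest of the 3 Ddx41+/+ mice stood at a median of 1.28 times the lowest. Yet the capture pooled mice with very different neutrophil shares, and that of Ddx41+/+ mice held 62 maturing neutrophils against 19. In the other main classes the Ddx41+/+ mice were less even for most tested granule genes. In granulocyte-biased cells this ratio ran from 1.13 (Lcn2) to 8.67 (Camp, highest in mouse 2). In megakaryocyte-erythrocyte-biased cells it ran from 1.87 (Wfdc21) to 8.62 (Ltf), highest in mouse 3, which held 7 maturing neutrophils. Evenly shared free RNA alone would not give such differences between mice. Free RNA itself was not measured, and whether it would pass the sort for lineage-negative cells was not tested. A lower level of these transcripts within the progenitors of Ddx41+/- mice stays open and was not tested.

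For the counts of genes past the threshold the 10 divisions of the mice were too few for a share under 0.05, and in each population only 1 of the 10, the real one, gave as many. The real count and the highest of the others were 138 and 1 over all LK cells, 206 and 3 in granulocyte-biased, 325 and 0 in monocyte-biased, 40 and 2 in megakaryocyte-erythrocyte-biased, 164 and 2 in stem and multipotent cells, 52 and 1 in cluster 4, 98 and 4 in cluster 5, 102 and 4 in basophils and mast cells, 40 and 13 in dendritic cells, and 14 and 2 in B cells. For the list tests the real count was 49 and the highest other 54, and 4 of the 10 divisions gave as many as the real one. Every other division mixes the captures, so these numbers say nothing on capture against genotype.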

How the results depend on the processing

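The alternatives were planned, except the one without chromosomes 11, 13 and 18, which was chosen after seeing the data; the cause of a shift was not tested unless stated. Over all LK cells 138 genes passed, 279 without a filter on low counts, 480 with DESeq2 and 42 without the 3 chromosomes; leaving out 1 mouse gave 62 to 252 (76, 62 and 81 without Ddx41+/- mouse 1, 2 or 3; 252, 63 and 77 without Ddx41+/+ mouse 1, 2 or 3). In granulocyte-biased cells 206 passed, 473 without the filter, 99 with DESeq2 and 124 without the 3 chromosomes, and 93 to 280 with 1 mouse left out (93 and 107 without Ddx41+/- mouse 2 or 3; 111 and 127 without Ddx41+/+ mouse 2 or 3). In monocyte-biased cells 325 passed, 943 without the filter and 177 without the 3 chromosomes, and 120 to 545 with 1 mouse left out (120 and 137 without Ddx41+/- mouse 2 or 3; 545, 132 and 176 without Ddx41+/+ mouse 1, 2 or 3). In megakaryocyte-erythrocyte-biased cells 40 passed, 317 without the filter, 75 with DESeq2 and 15 without the 3 chromosomes, and 17 to 64 with 1 mouse left out (64 and 18 without Ddx41+/- mouse 1 or 2; 17 without Ddx41+/+ mouse 2). In stem and multipotent cells 164 passed, 424 without the filter, 88 with DESeq2, 67 with all cells of the deposited matrices and 99 when cell cycle and histone genes were kept in the clustering, and 65 to 162 with 1 mouse left out (65 without Ddx41+/- mouse 3; 81 and 77 without Ddx41+/+ mouse 2 or 3). Without the filter 30, 84 and 116 genes differed between classes, against 5, 12 and 24. The share of granulocyte-biased cells was 0.35 percentage points lower in Ddx41+/- mice and became higher at a resolution of 0.4 (0.122) or 1.2 (0.197) and with all cells (0.228), and ran from −0.69 to 0.27 with 1 mouse left out (0.274 without Ddx41+/- mouse 2). The share of monocyte-biased cells went from −0.51 to 0.159 at a resolution of 1.2, to 0.311 with all cells, and ran from −3.13 to 1.92 with 1 mouse left out (1.92 without Ddx41+/+ mouse 1); that of stem and multipotent cells went from 1.34 to a range of −0.0523 to 2.31 (−0.0523 without Ddx41+/- mouse 2). That of megakaryocyte-erythrocyte-biased cells went from −2.03 to a range of −3.53 (without Ddx41+/- mouse 3) to −0.70 (without Ddx41+/+ mouse 3). The list test of mature neutrophil granules over all LK cells changed direction without Ddx41+/+ mouse 2 (adjusted p = 0.799), which held most of the maturing neutrophils. Its adjusted p ran from 1.18e-05 to 0.799 with 1 mouse left out and was 1.04e-16 with the block, the lowest of its alternatives. The list test of immediate early and AP-1 genes in megakaryocyte-erythrocyte-biased cells did so without Ddx41+/+ mouse 3 (adjusted p = 0.902; from 6.21e-06 to 0.902 with 1 mouse left out). Of 221 calls of named genes 94, 77 and 44 were lost without Ddx41+/- mouse 2, 3 or 1, 86, 64 and 33 without Ddx41+/+ mouse 2, 3 or 1, and 57 with DESeq2. In the smaller classes and clusters 4 and 5 the counts moved too, in part as given with them. Without the filter on low counts 212 genes passed in cluster 4, 242 in cluster 5 and 164 in basophils and mast cells. In dendritic cells 78 passed without it, and in B cells 37. Of 49 lists past the threshold 22 lost it under at least 1 alternative. The fall of Ddx41 over all LK cells passed under each alternative run. The mouse number marks a hashtag and was not used to pair the mice in the main result. Over all LK cells mice of the same number correlated at 0.305, 0.5 and 0.0487. This was the best match for Ddx41+/- mice 1 and 2, while mouse 3 correlated better with Ddx41+/+ mouse 1 (0.159). In the main classes mice of the same number correlated at −0.0953 (monocyte-biased) to 0.122 (megakaryocyte-erythrocyte-biased). With the mouse number as a block 136, 163, 213, 57 and 172 genes passed in the 5 populations in the order above.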

Other observations

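The tests of genes in this part were planned, and the levels of Prss34, Fcer1a, Gm42418, Xist and Ddx3y were chosen only after the results were seen.

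In cluster 4, which carried Dntt and Flt3, Camk2b rose from 0.395 to 23.8 CPM (log2 fold change 5.78 ± 0.31, edgeR adjusted p = 5.85e-10, n = 3 mice each). The chromatin gene Hmga2 (1.28 ± 0.27, adjusted p = 0.0326) and the cold-induced Cirbp (0.89 ± 0.15, adjusted p = 0.00429) rose as well. Hspa1a, which the study described as activated in erythroid progenitors, fell here from 79.5 to 20.2 CPM (−2.04 ± 0.34, edgeR adjusted p = 0.00516). Hsph1 (−1.01 ± 0.14), Lyrm7 (−1.23 ± 0.18) and Ddx41 (−0.71 ± 0.13) fell with it. Of 10754 genes tested 52 passed (20 up, 32 down), and DESeq2 called 41; leaving out 1 mouse gave 21 (without Ddx41+/- mouse 3) to 72 (without Ddx41+/+ mouse 1), and the mouse number as a block 88. In cluster 5, which carried Cd34 and Cebpe, Selenom (2.68 ± 0.17), Gm2a (1.36 ± 0.09), Hmga2 (1.14 ± 0.16, adjusted p = 0.000381) and Bin1 (1.10 ± 0.10) rose. S100a9 (−1.80 ± 0.21), Emid1 (−1.56 ± 0.19), S100a8 (−1.30 ± 0.18) and Ddx41 (−0.72 ± 0.10) fell in cluster 5. Of 11047 genes tested 98 passed (46 up, 52 down), and DESeq2 called 62; leaving out 1 mouse gave 54 (without Ddx41+/- mouse 3) to 150 (without Ddx41+/+ mouse 1).

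In basophils and mast cells Hspa1a fell from 78.5 to 12.1 CPM (log2 fold change −2.57 ± 0.33, edgeR adjusted p = 4.47e-06, n = 3 mice each), with S100a9 (−2.19 ± 0.36). Gm2a (1.58 ± 0.17), the Argonaute gene Ago4 (1.54 ± 0.38) and Cdk5rap1 (1.42 ± 0.28) rose. The class markers Prss34 (−0.73 ± 0.08) and Fcer1a (−0.61 ± 0.09) were lower within the class. Of 8700 genes tested 102 passed (41 up, 61 down), and DESeq2 called 43; leaving out 1 mouse gave 54 (without Ddx41+/- mouse 3) to 130 (without Ddx41+/+ mouse 1), the block 42 and thinned sums 63. In dendritic cells the short-chain fatty acid receptor Ffar2 (2.17 ± 0.44), Ifitm1 (2.10 ± 0.35, adjusted p = 0.000797) and Cirbp (1.34 ± 0.20) rose, while S100a9 (−2.39 ± 0.43) and Hspa1a (−1.79 ± 0.31) fell. Of 7104 genes tested 40 passed (15 up, 25 down), and DESeq2 called 10; leaving out 1 mouse gave 11 (without Ddx41+/- mouse 2) to 55 (without Ddx41+/- mouse 3), the block 68 and clustering with cell cycle and histone genes kept 10. In B cells Camk2b had 75 UMIs in Ddx41+/- mice and 1 in Ddx41+/+ mice, a ratio of 38.3 with a counting interval of 6.67 to 1534. Adgrl4 (1.94 ± 0.39) and the nucleolar gene Ncl (0.63 ± 0.11) rose in B cells, and the histones Hist1h2ab (−1.43 ± 0.27), Hist1h4d (−1.12 ± 0.16) and Hist1h2ap (−1.08 ± 0.14) fell. Of 5097 genes tested 14 passed (4 up, 10 down), and DESeq2 called 12; leaving out 1 mouse gave 10 (without Ddx41+/- mouse 2) to 22 (without Ddx41+/+ mouse 3), and the block 24. Ddx41 did not pass in basophils and mast cells (adjusted p = 0.133), dendritic cells (adjusted p = 0.322) or B cells (adjusted p = 0.191).

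Gm42418, which overlaps a ribosomal RNA repeat, was lower in every tested population, with log2 fold changes from −0.33 ± 0.04 in granulocyte-biased cells to −0.80 ± 0.06 in dendritic cells and −0.62 ± 0.06 over all LK cells. Over all LK cells, in CPM of raw totals, Xist stood at 36.8, 2.16 and 3.51 in Ddx41+/- mice and at 42.2, 113 and 2.42 in Ddx41+/+ mice, while Ddx3y stood at 23.6 to 40.2 in the 6 mice. The labels give no sex of donors or recipients, so whether cells of both were mixed was not settled. Beyond a log2 size of 0.25, 163 genes passed in granulocyte-biased, 246 in monocyte-biased, 40 in megakaryocyte-erythrocyte-biased and 142 in stem and multipotent cells. These counts are higher than the one quoted from the study above, and the tests and clusters were not the same. Ddx41 passed in each of these classes, where the study placed it below its threshold. The number of kept cells here was 15442, a mean of 2574 per mouse. That is higher than the number quoted from the study above if it is read as a total, and close to it if it is read per mouse.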
